A study of Mus musculus with 12 samples. Its data were reported in "Human pre-valvular endocardial cells derived from pluripotent stem cells recapitulate cardiac pathophysiological valvulogenesis" (2019).

How the data were processed

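Total RNA from the atrioventricular canal (AVC) and from the ventricular region (labelled LV) of mouse embryos at embryonic days 9 and 10 was measured on Illumina Mouse WG-6 v2 bead arrays after labelling as biotinylated cRNA. There were 12 arrays in 4 groups of 3, called AVC E9, LV E9, AVC E10 and LV E10 below. Whether the 3 replicates of a group came from separate litters, pools or labelling reactions is not given in the sources used here, so p-values measure the spread between these samples, which may be technical in part.

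The values deposited by the authors are in units of intensity, on a linear scale and not log transformed. Each array had the same mean intensity of 386 over all 45281 probes, and 34.7% of all values were below 0, so the values had been background subtracted and scaled to one mean. Medians and other quantiles differed between arrays, so they had not been quantile normalized. The program that made these values and the assignment of samples to chips are not given in the sources used here. The study's methods name GeneSpring GX for its own comparisons, with thresholds of 4-fold and p of 0.01. They also state that signals below background were filtered out.

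Probes were joined to genes through the platform's gene annotation. A single gene symbol was available for 34885 probes. The 18 probes with several genes and the 10378 probes without a listed gene were left out of all gene results and were tested only as a group. Gene identifiers of 34807 probes were found in the reference annotation, and 0 symbols needed updating. Each of the 19057 genes was represented by the probe with the highest mean over the 12 arrays. Other probes of the called genes, where above background in at least 1 of the groups compared, had the opposite sign for 3 of 57 genes for AVC against LV at E9, 8 of 141 at E10, 1 of 24 for age in the AVC and 10 of 132 for age in the LV. No genome build is named in the sources used here, so no coordinates are given.

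Values under 1 were set to 1 before taking log2, which applied to 36.8% of all values. The background limit of an array was taken as the size of its most negative value, 22.4 to 29.6, and a gene was called above background on an array when its value exceeded that limit. By this rule 36.7% to 41.0% of the probes on each array were above background. Of the genes, 9931 were above background on all 3 arrays of at least 1 group and 8340 on all 12 arrays. A log2 difference that involves values set to 1 depends on that floor. For a gene above background on all arrays of one group and with none of its probes above background in the other, the text gives only a bound, the mean of the bright group over the dim group's higher of lowest detectable signal and own value, written as at least N-fold. All means are geometric for folds and arithmetic for intensities, the latter with the SD over n = 3 arrays.

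Group means were fitted with limma 3.58.1 in R 4.3.3, with the packages statmod 1.5.0 and data.table (version 1.17.8). The moderated variance was estimated over all probes and the 4 groups were fitted together. There were 5 contrasts: AVC against LV at E9, AVC against LV at E10, E10 against E9 in the AVC, E10 against E9 in the LV, and the tissue by age interaction, which is the difference between the first pair. P-values are two-sided and were adjusted by the Benjamini-Hochberg method over the 19057 genes within each contrast. A gene was called at an adjusted p under 0.05. Counts at the study's thresholds were made with the unadjusted limma p and, unless stated otherwise, without the study's filter on signals below background.

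Before the data were examined, 23 gene lists, the contrasts, the alternative settings and the rule for naming genes were fixed. The lists were the study's AVC genes, AVC myocardium, chamber myocardium, sarcomere and calcium handling, atrium and sinus venosus, endothelium and endocardium, the Notch pathway, endothelial-to-mesenchymal transition (endoMT) and cushion mesenchyme, extracellular matrix of cushions and valves, the BMP and TGF-beta pathway, the Wnt pathway, the hedgehog pathway with Dchs1, second heart field and outflow tract, epicardium and proepicardium, erythroid cells, endoderm epithelium, hepatic endoderm, neural crest and neural ectoderm, cell cycle, fatty acid oxidation and mitochondria, glycolysis, ion channels and gap junctions, and immediate early and heat shock genes. They held 339 distinct members, of which 317 were measured. Of the 10 measured members of the AVC myocardium list, 5 also stood in the study's list. Each list was tested in each contrast with camera at a preset correlation of 0.01 between genes, and the p-values of the 115 tests were adjusted together. Camera with an estimated correlation and fry were run as alternatives. Fry tests whether the genes of a list move, on balance, one way, without comparing them with other genes. The count of members adjusted over the list alone is given beside the count adjusted over all genes. The mean log2 value of a list on an array is over its members above background on at least 1 array. The median log2 difference of a list is over all its measured members, also those above background on no array, unless stated otherwise.

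The genes named for a contrast were the 12 largest rises and the 12 largest falls by log2 difference among called genes above background on all 6 arrays compared and with no overlap between the arrays of the groups. Up to 6 genes per direction at background on one side were added with their bound, up to 5 genes per direction for the interaction, the 4 members of each list with the smallest p, and all measured genes of the study's list for AVC against LV. The restriction to genes above background on all 6 arrays, and the bounds for genes at background on one side, were not part of the rule as it was fixed beforehand. Clone names were passed over. Named genes that fall outside this rule are marked as chosen after their values were seen.

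The alternatives were quantile normalization, a filter on dim probes at the median of the probe means, the mean of all probes of a gene, fits to only the 6 arrays compared, a block for replicate number, an intensity trend with robust settings, array weights, leaving out each array in turn, and the alternative list tests. A floor of 16, the removal of 3 arrays that stand apart, and a restriction to genes above background in a group were chosen after seeing the data. Other splits of the same arrays were counted for each contrast, all 10 for contrasts of 3 against 3 and 100 drawn with a fixed seed for the interaction.

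The fit was tested on simulated data with the spread of these arrays, in which 200 of the 19057 genes were changed. Changes of 2 on the log2 scale were recovered for 77.3% to 80.3% of the genes in the tissue and age contrasts and for 53.0% in the interaction, changes of 1 for 38.8% to 43.3% and 8.96%, and changes of 0.5 for 5.97% to 11.9% and 2.99%. False calls numbered 4 to 12 per contrast. When the cell cycle list was raised by 0.5 in simulated data it was called in each contrast, and 0 other lists were called. That result does not bound false list calls in the real data. There the estimated correlation between genes reached 0.733, for the erythroid list, against the preset 0.01. Other splits of the real arrays gave up to 9 and 10 lists for the tissue contrasts, and 6 and 5 for age in the AVC and LV. The 3 arrays per group limit the precision of every value. Figures were drawn with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.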

Results

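Gene expression was measured in the atrioventricular canal (AVC), the heart segment in which the endocardial cushions form, and in the ventricular region labelled LV, in mouse embryos at embryonic day 9 (E9) and embryonic day 10 (E10). Each of the 4 groups had 3 arrays. Every array had a mean intensity of 386, the medians ran from 7.72 to 11.1 and the 75th percentiles from 93.6 to 124. The number of arrays limits the precision of all values below.

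On the 8340 genes above background on all 12 arrays, the first principal component held 41.9% of the variance and the second 22.1%. For 3 arrays the most similar array was in another group. Replicate 1 of LV E10 had a mean correlation across genes of 0.933 with its own group and its highest correlation, 0.969, with replicate 2 of LV E9. Replicate 1 of AVC E10 and replicate 2 of AVC E9 were each other's closest array, at 0.979.

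**Figure D1:**
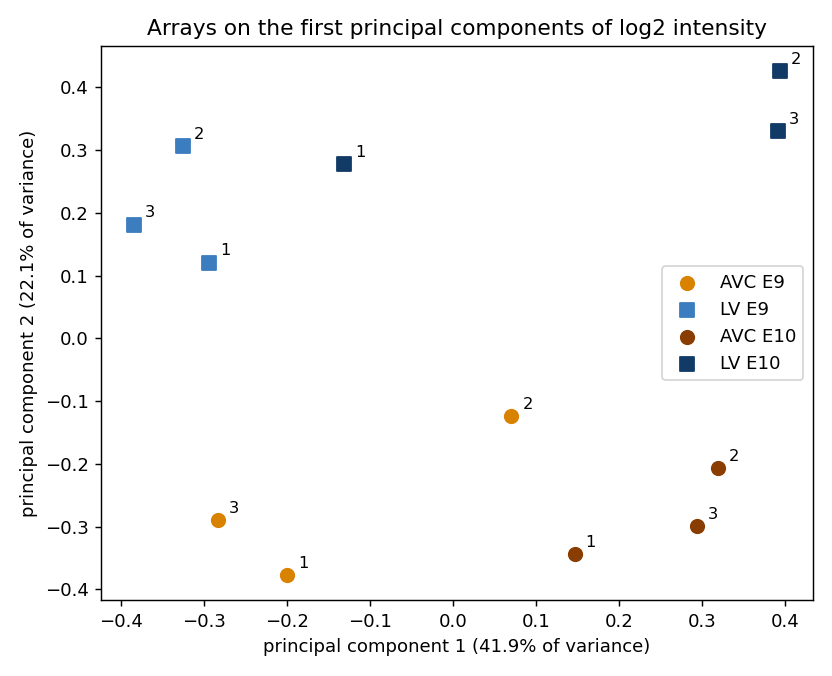
The 12 arrays on the first and second principal components of log2 intensity, with the share of variance on each axis; colours are the 4 groups and the numbers are replicates. On these axes replicate 1 of LV E10 sits near the LV E9 arrays, and replicate 2 of AVC E9 lies toward AVC E10. On components not drawn both stood apart. Replicate 1 of LV E10 had 0.637 on the third (14.6% of variance), against -0.183 to 0.0417 on LV E9. Replicate 2 of AVC E9 had 0.785 on the fourth (6.57%), against -0.231 to 0.0296 on AVC E10.

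The comparison of AVC with LV at E9 asks which genes mark the valve-forming region before cushion cells appear. The AVC arrays carried high levels of genes that were much lower in the LV. Cav1, which encodes the main protein of caveolae, was 18.4-fold higher in the AVC, with an intensity of 2611 ± 325 against 142 ± 24.5 (SD, n = 3; log2 difference 4.20 ± 0.32 SE, adjusted p = 0.00153). The neuropeptide gene Gal was 8.35-fold higher, at 1664 ± 389 against 206 ± 73.9 (adjusted p = 0.00432). In the other direction, Nppa, which encodes atrial natriuretic peptide and marks chamber myocardium, fell by 1.73 on the log2 scale, with 8113 ± 2133 in the AVC and 26189 ± 263 in the LV (adjusted p = 0.0144), and Irx2, an Iroquois transcription factor of the ventricular septum, fell by 3.21, from 824 ± 263 in the LV to 98.4 ± 52.2 in the AVC (adjusted p = 0.0339).

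In all, 195 of 19057 genes were called at E9, 163 higher and 32 lower in the AVC. Of them 138 were above background on all 6 arrays and 14 on none. The other large rises were in Vsnl1 (log2 difference 3.71), Pvalb (3.12), Id4 (3.03), Shisa2 (2.92), Eef1a2 (2.74), Igfbp7 (2.73), Bmper (2.64), Rnase4 (2.60), Nnat (2.26) and Tulp1 (2.25). Bmper binds bone morphogenetic proteins (BMPs), Shisa2 holds Wnt and FGF receptors back inside the cell, and Id4 is a helix-loop-helix inhibitor. Lower in the AVC were Gpr182 (-2.10), Pcsk6 (-2.04), Clec4g (-1.80), Lgi2 (-1.57), Pxylp1 (-1.55), Tgfbr3 (-1.40), Exoc3l (-1.37), P3h2 (-1.35), Col23a1 (-1.29) and Rapgef5 (-1.26). Some genes were above background in the AVC and not above background in the LV, so that only a bound can be given. Kcna5, a voltage-gated potassium channel of atrial myocytes, was at least 7.80-fold higher, with 216 ± 70.8 in the AVC. The serotonin transporter gene Slc6a4 was at least 6.19-fold higher, with 173 ± 62.0. Trnp1 was at least 3.68-fold, Rarres1 at least 2.83-fold, Cds1 at least 2.69-fold and Adam23 at least 2.66-fold higher in the AVC, and Col8a1 was at least 2.56-fold higher in the LV.

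The study's list of AVC genes held 21 measured members, of which 13 were higher in the AVC at E9, 0 were lower and 8 did not pass the test (19 higher when adjusted over the list alone). The study chose this list on E9 samples, so its count at E9 is not independent evidence. Its median log2 difference was 2.03. The study's list had adjusted p = 5.20e-24 at E9, and adjusted p = 0.00107 with an estimated correlation. Members of this list and of the AVC myocardium list included Tbx2, a T-box repressor of chamber genes, at 268 ± 69.8 in the AVC and 18.0 ± 10.997 in the LV, where 1 array was above background, and the Wnt agonist gene Rspo3, at 1079 ± 190 and 44.1 ± 40.4. The homeobox gene Msx1 stood at 856 ± 209 and 207 ± 29.8, and Id2, a target of BMP signalling, at 3053 ± 296 and 1167 ± 97.9. Of the 10 measured AVC myocardium genes 4 rose and 6 did not pass (6 higher adjusted over the list alone), with a median of 1.44. Since 5 of these 10 genes also stood in the study's list, this result at E9 is not fully independent evidence either. The AVC myocardium list had adjusted p = 6.72e-06 at E9, and adjusted p = 0.0841 with an estimated correlation. Bmp2, the BMP ligand made by AVC myocardium, was above background on 2 of 3 AVC arrays (32.4 ± 15.1) and on 0 LV arrays.

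Chamber myocardium genes were lower in the AVC as a list, with 2 of 16 members lower, 14 not past the test and a median of -0.95 (8 lower adjusted over the list alone). The chamber list had adjusted p = 1.64e-06 at E9, and adjusted p = 0.180 with an estimated correlation. Irx2 and Nppa passed. Nppb had a log2 difference of -1.46 (adjusted p = 0.0783) and the connexin gene Gja1 of -1.25 (adjusted p = 0.0513). Globin and other erythroid genes, which mark blood in the dissected tissue, also stood lower in the AVC by the list test, with a median of -0.28, 0 of 12 members past the test and 0 when adjusted over the list alone. The erythroid list had adjusted p = 0.0344 at E9, and adjusted p = 0.747 with an estimated correlation. The mean log2 value of its members was 11.49, 11.22 and 11.70 on the AVC arrays and 11.29, 12.004 and 11.79 on the LV arrays, so the groups overlap.

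Genes of endothelial-to-mesenchymal transition (endoMT) and cushion mesenchyme were higher in the AVC at E9, with 4 of 20 past the test and a median of 0.73 (5 higher and 1 lower adjusted over the list alone). The endoMT list had adjusted p = 0.00581 at E9, and adjusted p = 0.193 with an estimated correlation. Examples were the transcription factor genes Snai1 (195 ± 23.3 against 46.8 ± 16.1) and Twist1 (623 ± 248 against 195 ± 36.2), and Pdgfra, a growth factor receptor of mesenchyme (667 ± 214 against 222 ± 56.8). The BMP and TGF-beta list had 3 members higher, 1 lower and 21 not past, with a median of 0.20 (7 higher and 1 lower adjusted over the list alone). Over the 20 members above background on at least 1 array the median was 0.34. The BMP and TGF-beta list had adjusted p = 0.0205 at E9, and adjusted p = 0.418 with an estimated correlation. Tgfb2, a ligand that acts in cushion formation, rose from 415 ± 84.3 in the LV to 1488 ± 438 in the AVC, whereas its co-receptor gene Tgfbr3 was lower there. The Wnt list had 1 of 22 members higher, Rspo3, and a median of 0.95 (8 higher and 2 lower adjusted over the list alone). Rspo3 and Wnt2 also stood in the study's list, as did 3 endoMT members and 3 BMP and TGF-beta members. The results of these lists at E9 are therefore not fully independent of the study's choice. The Wnt list had adjusted p = 0.00150 at E9, and adjusted p = 0.306 with an estimated correlation.

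The extracellular matrix list had a median of 0.70 at E9 with 0 of 24 members past the test (2 adjusted over the list alone). The matrix list had adjusted p = 9.96e-05 at E9, and adjusted p = 0.251 with an estimated correlation. Second heart field and outflow tract genes had a median of 0.78 with 0 of 9 past (3 adjusted over the list alone). The second heart field list had adjusted p = 0.0207 at E9, and adjusted p = 0.180 with an estimated correlation. Cell cycle genes had a median of -0.19 with 0 of 17 past (0 adjusted over the list alone). The cell cycle list had adjusted p = 0.00458 at E9, and adjusted p = 0.509 with an estimated correlation. In the list of hedgehog genes with Dchs1, Dchs1 alone of 12 members passed, and the list had a median of 0.36 (1 adjusted over the list alone). The hedgehog list had adjusted p = 0.0455 at E9, and adjusted p = 0.420 with an estimated correlation. Dchs1 encodes a protocadherin of planar cell polarity. It had 46.3 ± 9.54 on the AVC E9 arrays and was not above background on any LV E9 array, at least 1.70-fold higher (adjusted p = 6.10e-04). Of the 16 Notch genes, Hey1 (1774 ± 246 against 381 ± 90.2) and Notch3 (log2 difference 0.88) were higher in the AVC, and the list was not called (2 higher and 1 lower adjusted over the list alone, adjusted p = 0.839). The 12 lists without a call at E9 had adjusted p from 0.122 to 0.952.

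These values come from limma with Benjamini-Hochberg adjustment, and the arrays of both groups did not overlap for any called gene. Across all genes 17.1% did not overlap, against 10% by chance for values without ties. Values set to 1 are tied, so the chance share over all genes may differ from 10%, here and in the other contrasts. With quantile normalization 149 genes were called, 97 higher and 52 lower in the AVC. The count at E9 was 59, 117 and 110 without AVC E9 replicates 1, 2 and 3, and 81 and 82 without LV E9 replicates 2 and 3. Of the list calls, 5 were lost when some single array was left out. Their highest adjusted p was 0.0507 for endoMT without AVC E9 replicate 2, 0.226 for hedgehog without AVC E9 replicate 3, and 0.110, 0.0672 and 0.232 for BMP and TGF-beta, second heart field and erythroid genes without LV E9 replicate 2. The hedgehog call was lost in 9 of the 12 fits without a single array, and 4 of its 12 members were above background on no array. The erythroid call was lost in 4 fits, BMP and TGF-beta and second heart field in 2 each, and endoMT in 1. At the study's thresholds 223 genes were counted, 36 of them above background on all 6 arrays. The count was 135 when only genes above background in a group were tested, which is nearer to the study's own filter.

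The comparison at E10 asks the same question once cushion mesenchyme is forming. The AVC again carried its regional regulators. Rspo3 was 15.2-fold higher than in the LV, at 1030 ± 446 against 64.5 ± 11.9 (SD, n = 3; log2 difference 3.93 ± 0.61 SE, adjusted p = 0.0196), and Msx1 was 10.2-fold higher, at 973 ± 173 against 96.3 ± 25.4 (adjusted p = 0.00102). Twist1, a transcription factor gene of cushion mesenchyme, was 7.87-fold higher at 1560 ± 122 against 199 ± 25.7 (adjusted p = 0.00267), and Papss2, which makes the sulphate donor for proteoglycans, was 11.7-fold higher at 1205 ± 108 against 104 ± 20.01. Of the chamber genes Nppb and Nppa were lower in the AVC, with Nppb at 2584 ± 541 against 12033 ± 4559 (-2.16) and Nppa at 10642 ± 2433 against 26656 ± 2415 (-1.35).

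At E10 438 genes were called, 392 higher and 46 lower in the AVC. Of them 327 were above background on all 6 arrays and 32 on none. Large rises were also seen in Shisa2 (log2 difference 3.51), Bmper (3.39), Tbx3 (3.22), Gal (3.15), Ncam1 (2.91), Has2 (2.84), Wnt2 (2.76) and Cav1 (2.74). Tbx3 is a T-box gene of the conduction system and AVC, at 796 ± 217 against 99.1 ± 75.2. Has2 makes the hyaluronan of cardiac jelly, and stood at 473 ± 212 against 64.6 ± 22.4. The largest fall was in Cited1, a transcriptional co-activator gene, from 2083 ± 1258 in the LV to 287 ± 86.0 in the AVC (-2.63), with Prr15 (-2.28), Clec4g (-2.08), Tmem100 (-1.93), Mrap (-1.62), Col23a1 (-1.24), Rhox5 (-1.16), Slc25a13 (-1.12), Gja4 (-1.06) and P3h2 (-0.995) also lower. Among genes not above background in the LV, Shox2, a homeobox gene of the sinus venosus and pacemaker, was at least 10.3-fold higher in the AVC, Pvalb at least 9.86-fold, Adam23 at least 9.66-fold, Car3 at least 9.25-fold, Fcmr at least 6.97-fold and Meox1 at least 6.41-fold. Shox2 had 549 and 553 on AVC E10 replicates 2 and 3 and 55.7 on replicate 1. Bcl2l15 was at least 2.70-fold and Mal at least 1.64-fold higher in the LV.

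**Figure D2:**
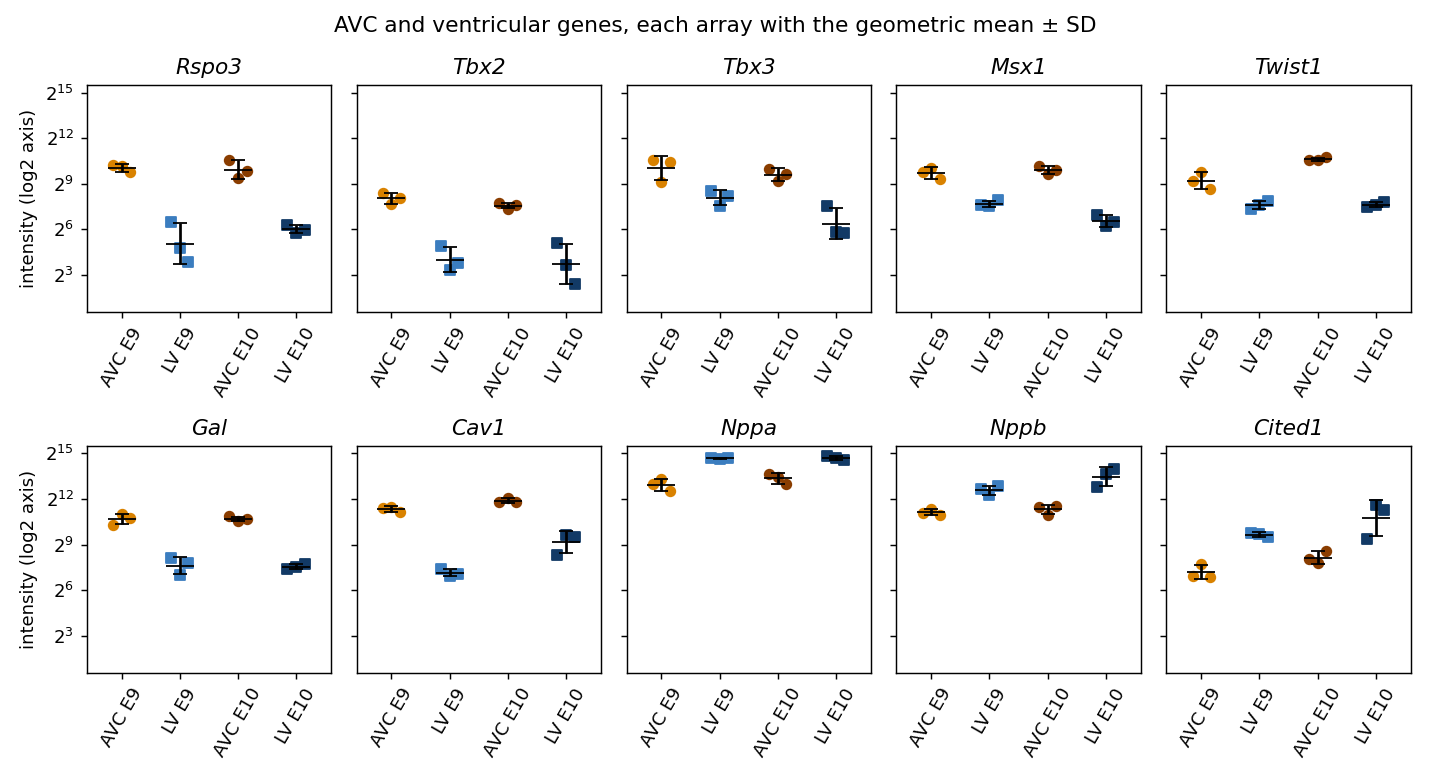
Intensity on a log2 axis of 10 genes in AVC and LV at E9 and E10; points are the 3 arrays of each group, bars the geometric mean ± SD, and values under 1 are drawn at 1. Rspo3, Tbx2, Msx1, Twist1, Gal and Cav1 lie higher on the AVC arrays and Nppa lower at both ages, Tbx3 higher and Nppb and Cited1 lower at E10.

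The study's list had 15 of 21 members higher in the AVC at E10 and 6 not past the test (18 adjusted over the list alone), with a median of 2.49. The study's list had adjusted p = 3.99e-23 at E10, and adjusted p = 0.00107 with an estimated correlation. At both ages Tbx2, Msx1, Id2, Twist1, Tgfb2, Igfbp7, Shisa2, Gal, Cav1, Rspo3 and Vsnl1 passed. Slc6a4 (91.8 ± 45.2 against 43.7 ± 37.3, adjusted p = 0.594) and Hey1 (0.90, adjusted p = 0.156) passed at E9 and not at E10. Gata5 (1.28), Nfatc1 (1.36), Wnt2 and Tbx3 passed at E10, with 0.85, 0.48, 2.46 and 1.97 at E9. The difference between the ages did not pass for any of these genes, and the smallest interaction adjusted p, for Slc6a4, was 0.469. Smad6 (1.02 at E9 and 1.39 at E10), Tbx20 (1.05 and 1.44) and Thsd1 (-0.40 and 0.21) passed at neither age, and Msx2 was not above background.

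AVC myocardium genes were higher at E10 in 5 of 10 cases, with 5 not past and a median of 1.96, or 1.20 with genes at background set to their bound (5 adjusted over the list alone). The AVC myocardium list had adjusted p = 7.26e-06 at E10, and adjusted p = 0.0841 with an estimated correlation. Tbx2 stood at 190 ± 23.5 against 17.2 ± 14.7, and Bmp2 at 42.1 ± 23.2 on the AVC arrays and not above background in the LV. Chamber myocardium genes had 3 of 16 members lower and 13 not past, with a median of -1.04 (5 lower adjusted over the list alone). The chamber list had adjusted p = 6.74e-09 at E10, and adjusted p = 0.160 with an estimated correlation. Its mean log2 value was 9.25 and 9.44 on LV E10 replicates 2 and 3, but 8.250 on replicate 1, level with 8.245 on AVC E10 replicate 1. The other AVC arrays had 7.35 and 7.78.

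The Wnt list had 7 of 22 members higher and 15 not past, with a median of 1.45, or 1.33 with genes at background set to their bound (12 adjusted over the list alone). The Wnt list had adjusted p = 9.56e-07 at E10, and adjusted p = 0.165 with an estimated correlation. The higher members were Rspo3, the ligand genes Wnt2 (1132 ± 443 against 183 ± 128) and Wnt4 (120 ± 23.8 against 42.9 ± 12.3), the receptor genes Fzd7 (2.36) and Fzd1 (1.68), and the feedback inhibitors Axin2 (300 ± 37.9 against 59.9 ± 14.3) and Nkd1 (1.27). The endoMT and cushion list had 4 of 20 members higher, with a median of 0.89 (13 adjusted over the list alone). The endoMT list had adjusted p = 1.45e-06 at E10, and adjusted p = 0.0790 with an estimated correlation. Among its members were Pdgfra at 1599 ± 355 against 309 ± 33.3 and Snai1 at 280 ± 71.3 against 79.3 ± 10.8. In the extracellular matrix list 3 of 24 members were higher and 21 not past, with a median of 0.89 (12 adjusted over the list alone). The matrix list had adjusted p = 1.78e-06 at E10, and adjusted p = 0.180 with an estimated correlation. Papss2, Has2 and Hapln1, which links hyaluronan to proteoglycans (2416 ± 603 against 601 ± 170), passed.

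Of the BMP and TGF-beta genes 4 of 25 were higher, with a median of 0.52 (9 higher and 1 lower adjusted over the list alone). Over the 20 members above background on at least 1 array the median was 0.74. The BMP and TGF-beta list had adjusted p = 0.00166 at E10, and adjusted p = 0.270 with an estimated correlation. Higher members included Tgfb2 (1192 ± 228 against 296 ± 23.7) and its receptor gene Tgfbr1 (0.73). Second heart field genes had a median of 1.25 with 0 of 9 past (0 adjusted over the list alone). The second heart field list had adjusted p = 0.0116 at E10, and adjusted p = 0.165 with an estimated correlation. Erythroid genes had a median of -0.26 with 0 of 12 past. The erythroid list had adjusted p = 0.0245 at E10, and adjusted p = 0.747 with an estimated correlation. It had 0.906 without LV E10 replicate 1 and 0.374 without AVC E10 replicate 1, and without the 3 arrays that were most similar to another group its direction turned to higher in the AVC (adjusted p = 0.417). The mean log2 value of its members was 12.58 on LV E10 replicate 1, against 11.54 and 10.66 on its mates. Glycolysis genes had a median of -0.08 with 0 of 12 past. The glycolysis list had adjusted p = 0.0344 at E10, and adjusted p = 0.738 with an estimated correlation. Its mean was 12.48 on AVC E10 replicate 1, higher than on any LV E10 array, and 11.67 and 11.93 on replicates 2 and 3. In the endothelium and endocardium list Nfatc1, a transcription factor gene of cushion endocardium (544 ± 78.8 against 212 ± 35.4), Klf4 (1.48) and Sox17 (1.62) were higher and Plvap (-0.63) lower, and the list was not called (6 higher and 2 lower adjusted over the list alone, adjusted p = 0.135). Dchs1 was higher in the AVC, at 120 ± 38.0 against 38.9 ± 14.5 (adjusted p = 0.0449), while its list was not called by camera (3 adjusted over the list alone, adjusted p = 0.1002). The 13 lists without a call had adjusted p from 0.0566 to 0.823. Fatty acid oxidation and mitochondria, at 0.0566, had a median of 0.00 and a mean of -0.36.

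Across all genes 15.8% did not overlap between the groups at E10, against 10% by chance for values without ties. Quantile normalization moved the median log2 difference of the 8340 genes above background on all arrays from 0.16 to 0.01, and called 268 genes, 186 higher and 82 lower in the AVC. The count was 286, 172 and 97 without AVC E10 replicates 1, 2 and 3, and 730 and 141 without LV E10 replicates 1 and 2. It was 72 in a fit to the 6 arrays compared, 2143 under array weights and 1530 without the 3 arrays most similar to another group. The glycolysis list had an adjusted p of up to 0.541 when a single array was left out, without AVC E10 replicate 2. At the study's thresholds 269 genes were counted, 48 of them above background on all 6 arrays.

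The tissue differences at the 2 ages, which share no arrays, had a correlation across genes of 0.334 (Pearson; Spearman 0.301), or 0.593 over the 8340 genes above background on all arrays. Genes are not independent replicates. Of the genes called, 103 were called at both ages and all 103 had the same sign. Of these, 93 were higher in the AVC and 10 lower, with 3.35 and 0.0772 expected if the calls were independent. Both contrasts used the same variance estimate of each gene, so the calls were not fully independent and these expectations may be too low. Of the 92 called at E9 only, 80 had the same sign at E10, and of the 335 called at E10 only, 307 had the same sign at E9.

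The comparison of E10 with E9 in the AVC asks how the canal changes as cushions become populated by mesenchyme. Papss2 rose 5.88-fold, from 220 ± 99.8 to 1205 ± 108 (SD, n = 3; log2 difference 2.55), and Col3a1, a fibrillar collagen gene, rose from 324 ± 32.6 to 1292 ± 458 (1.93). Lmcd1, which encodes a LIM-domain protein, rose 10.2-fold from 54.4 ± 20.4 to 569 ± 235 (adjusted p = 0.0489), and the uroplakin gene Upk1b, which is expressed in mesothelium, from 138 ± 33.6 to 801 ± 297 (2.50). Crabp2, which carries retinoic acid, fell by 1.87 on the log2 scale, from 229 ± 31.3 to 62.4 ± 5.24, and Pvalb fell by 2.47, from 1397 ± 374 to 247 ± 26.5.

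In the AVC 105 genes changed with age, 82 upward and 23 downward. This balance depends on the arrays, with 1141 upward and 909 downward under array weights, and 768 upward and 1182 downward without the 3 arrays that were most similar to another group. Of the 105 genes 64 were above background on all 6 arrays and 18 on none. Further rises were in Col16a1 (3.32), Emp1 (2.53), Fam13c (2.49), Synpo (2.24), Bace2 (2.11), Tmem204 (1.85), Ildr2 (1.84) and Vstm4 (1.80). Falls were in Ddt (-1.46), Kcnmb1 (-1.45), Gfpt2 (-1.44), Syne4 (-0.97), Sult5a1 (-0.93), Tm7sf2 (-0.83), Pcgf5 (-0.81), Mfge8 (-0.55), Hax1 (-0.43) and Ruvbl1 (-0.38). Hpgd, which degrades prostaglandins, was not above background at E9 and at least 8.63-fold higher at E10, and the hyaluronan-binding Cemip at least 5.198-fold, Col8a1 at least 3.57-fold, Pik3cg at least 1.90-fold, Ryr3 at least 1.78-fold and Akr1cl at least 1.43-fold higher. The fast troponin gene Tnnc2 was at least 3.55-fold and Vil1 at least 2.53-fold lower at E10.

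Endothelial and endocardial genes rose as a list with age in the AVC, with 1 of 24 past the test, Ets1 (510 ± 122 to 1178 ± 105), 23 not past and a median of 0.63 (13 adjusted over the list alone). The endothelial list had adjusted p = 2.39e-10 in the AVC, and adjusted p = 0.165 with an estimated correlation. Its mean log2 value was 8.12 to 8.38 on the AVC E9 arrays and 9.17 and 9.08 on AVC E10 replicates 2 and 3. AVC E10 replicate 1, at 8.68, stood nearest to E9. The extracellular matrix list had Papss2 and Col3a1 past of 24 and a median of 1.09 (9 higher and 2 lower adjusted over the list alone). The matrix list had adjusted p = 1.85e-05 in the AVC, and adjusted p = 0.206 with an estimated correlation. Its mean log2 value was 8.01 to 8.33 on the AVC E9 arrays. It was 8.70 on AVC E10 replicate 1 and 9.47 and 9.39 on replicates 2 and 3, so replicate 1 stood nearest to E9. Fbln2 had a log2 difference of 2.18 (adjusted p = 0.0547) and Bgn of 2.05 (adjusted p = 0.0645). The endoMT and cushion list had 0 of 20 past and a median of 0.52 (8 adjusted over the list alone). The endoMT list had adjusted p = 4.02e-05 in the AVC, and adjusted p = 0.0960 with an estimated correlation. Twist1 had a log2 difference of 1.40 (adjusted p = 0.0676) and Pdgfra of 1.28 (adjusted p = 0.0827). The Notch list had 0 of 16 past and a median of 0.35 (4 adjusted over the list alone). The Notch list had adjusted p = 0.0259 in the AVC, and adjusted p = 0.180 with an estimated correlation.

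Markers of the epicardium, the outer layer that grows over the heart at this age, were higher at E10 as a list, with Upk1b past of 8 and a median of 2.62, or 2.41 with genes at background set to their bound (4 adjusted over the list alone). The epicardial list had adjusted p = 0.00128 in the AVC, and adjusted p = 0.226 with an estimated correlation. Upk3b had a log2 difference of 3.12 (adjusted p = 0.0575) and the epicardial transcription factor gene Tcf21 of 2.87 (adjusted p = 0.0742). Glycolysis genes stood lower, with 0 of 12 past and a median of -0.42 (2 lower adjusted over the list alone). The glycolysis list had adjusted p = 6.91e-05 in the AVC, and adjusted p = 0.403 with an estimated correlation. The mean log2 value of its members was 11.67 and 11.93 on AVC E10 replicates 2 and 3, which also carried Shox2 and Sln, but 12.48 on replicate 1, within the E9 range of 12.40 to 12.59. Cell cycle genes stood lower too, with 0 of 17 past and a median of -0.19. The cell cycle list had adjusted p = 0.0118 in the AVC, and adjusted p = 0.558 with an estimated correlation. Its mean log2 value was 9.737, 9.46 and 9.63 on AVC E10 replicates 1, 2 and 3. On AVC E9 replicates 1, 2 and 3 it was 9.86, 9.741 and 9.97, so AVC E10 replicate 1 and AVC E9 replicate 2 were level. Endoderm epithelium genes had 0 of 10 past and a median of -1.04 (0 adjusted over the list alone). Of these genes 6 were above background on no array, so the list result rests largely on genes without measured expression. The 4 members above background on at least 1 array had a median of -1.91. The endoderm list had adjusted p = 0.0344 in the AVC, and adjusted p = 0.393 with an estimated correlation. The keratin genes in it, which other epithelia also express, had 2806 ± 782 at E9 and 893 ± 706 at E10 for Krt8, and 1012 ± 221 and 433 ± 252 for Krt18. The 15 lists without a call had adjusted p from 0.0572 to 0.817.

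Across all genes 16.2% did not overlap between the ages in the AVC, against 10% by chance for values without ties. The study's thresholds were met by 260 genes, 42 of them above background on all 6 arrays. The count of 105 became 66 and 29 without AVC E9 replicates 2 and 3, and 465, 28 and 25 without AVC E10 replicates 1, 2 and 3. At the study's thresholds it became 433 without AVC E10 replicate 1. The Notch and endoderm calls were lost without AVC E9 replicate 3 (adjusted p = 0.0863 and 0.126).

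The comparison of E10 with E9 in the LV asks which of these changes with age are found outside the canal. Mb, which encodes the oxygen-binding myoglobin of muscle, rose 10.8-fold, from 205 ± 75.5 to 2825 ± 1926 (SD, n = 3; log2 difference 3.43). The proteoglycan gene Dcn rose 16.4-fold from 172 ± 133 to 2429 ± 1096 (4.03 ± 0.70 SE, adjusted p = 0.0334). The epicardial genes Upk3b and Tcf21 rose 12.9-fold and 10.4-fold, from 245 ± 140 to 2940 ± 1280 and from 101 ± 66.3 to 988 ± 460. Col2a1, a collagen gene of cartilage and cushions, fell by 3.53, from 2250 ± 751 to 192 ± 55.7, Has2 fell by 2.07, from 268 ± 76.8 to 64.6 ± 22.4, and Vcam1, an adhesion molecule gene, fell from 3123 ± 609 to 785 ± 186.

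In the LV 452 genes changed with age, 261 upward and 191 downward. More genes fell than rose under array weights (1632 upward and 2365 downward), with a block for replicate number (322 and 472), without those 3 arrays (1560 and 2378), without LV E10 replicate 1 alone (1253 and 1377) and in a fit to the 6 LV arrays (35 and 40). Of the 452 genes 320 were above background on all 6 arrays and 34 on none. Other rises were in Kcne1 (3.22), a potassium channel subunit gene with 89.4 ± 41.3 at E9 and 898 ± 482 at E10, Ptn (3.06), Fbln2 (3.03), Eef1a2 (2.84), Aldh1b1 (2.81), Col16a1 (2.80), Lmcd1 (2.76) and Emp1 (2.61). Other falls were in Nr6a1 (-2.89), an orphan nuclear receptor gene of early embryos, Ap3b2 (-2.74), Cadm1 (-2.28), Kbtbd8 (-2.08), Prkg1 (-1.94), Galnt16 (-1.90), Extl1 (-1.86), Slc1a3 (-1.64) and Fndc3c1 (-1.63). Gtsf1 was not above background at E9 and at least 18.0-fold higher at E10, with Palmd at least 8.11-fold, Rec8 at least 7.79-fold, Fn3k at least 7.54-fold, Ctcfl at least 5.17-fold and Vat1l at least 5.01-fold higher. The LV E10 arrays differed widely for Gtsf1, at 861 ± 702, so its bound is imprecise. Gtsf1, Rec8 and Ctcfl are best known from germ cells. Lower at E10 and then not above background were Pvalb (at least 6.28-fold), Fcmr (at least 6.18-fold), Kcnip3 (at least 2.70-fold), Nptx2 (at least 2.38-fold), the growth factor gene Fgf8 (at least 2.21-fold) and Suv39h2 (at least 2.19-fold).

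**Figure D3:**
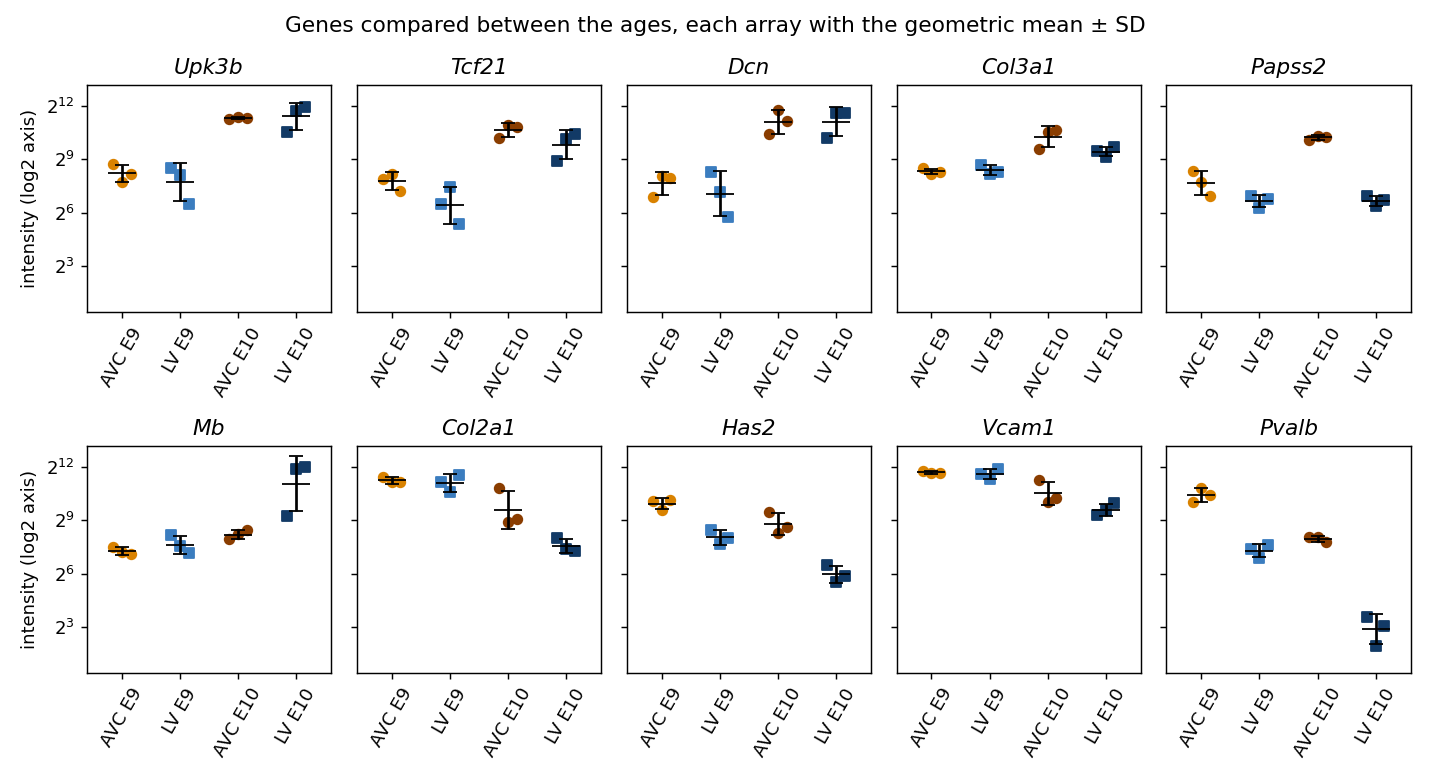
Intensity on a log2 axis of 10 genes in AVC and LV at E9 and E10; points are the 3 arrays of each group, bars the geometric mean ± SD, and values under 1 are drawn at 1. Upk3b, Tcf21, Dcn and Mb lie higher at E10 in the LV, Papss2 and Col3a1 higher at E10 in the AVC, and Col2a1, Has2 and Vcam1 lower at E10 in the LV.

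Genes of fatty acid oxidation and mitochondria rose as a list in the LV, with 2 of 15 past the test, 13 not past and a median of 0.68 (5 adjusted over the list alone). The mitochondrial list had adjusted p = 2.20e-04 in the LV, and adjusted p = 0.381 with an estimated correlation. Replicates 2 and 3 of LV E10 carried the rise, with a mean log2 value of 9.29 and 9.37, while replicate 1 had 8.290 and the E9 arrays 7.86 to 8.272. The members that rose were Mb and Cox8b, a heart and muscle subunit of cytochrome oxidase, at 40.5 ± 12.8 and 851 ± 593. Of the 8 epicardial genes Upk3b and Tcf21 rose, and the list median was 1.56 (4 adjusted over the list alone). Over the 6 members above background on at least 1 array the median was 2.48. The epicardial list had adjusted p = 0.00272 in the LV, and adjusted p = 0.262 with an estimated correlation. In the extracellular matrix list 3 of 24 members rose, Dcn, Bgn (423 ± 108 to 1906 ± 172) and Fbln2 (120 ± 33.4 to 971 ± 216), Col2a1 and Has2 fell, and the median was 0.91, or 0.86 with genes at background set to their bound (6 higher and 2 lower adjusted over the list alone). The matrix list had adjusted p = 0.0245 in the LV, and adjusted p = 0.524 with an estimated correlation. Its mean log2 value was 8.16, 7.59 and 8.01 on the E10 arrays and 7.02 to 7.67 at E9, so the ages overlap. The endothelial list had Pecam1 past, an adhesion molecule gene with 197 ± 17.8 at E9 and 459 ± 25.2 at E10, 23 members not past and a median of 0.20 (8 higher and 2 lower adjusted over the list alone). The endothelial list had adjusted p = 0.00899 in the LV, and adjusted p = 0.524 with an estimated correlation.

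Cell cycle genes were lower as a list in the LV, with 0 of 17 past and a median of -0.41 (3 lower adjusted over the list alone). The cell cycle list had adjusted p = 0.00675 in the LV, and adjusted p = 0.524 with an estimated correlation. Its mean log2 value was 9.45 and 9.54 on LV E10 replicates 2 and 3, but 10.04 on replicate 1, within the E9 range of 10.02 to 10.14. The mitotic kinase genes Aurka and Plk1 had log2 differences of -0.79 (adjusted p = 0.0576) and -0.76 (adjusted p = 0.0814). Glycolysis genes had 0 of 12 past and a median of -0.37 (2 lower adjusted over the list alone). The glycolysis list had adjusted p = 0.0263 in the LV, and adjusted p = 0.710 with an estimated correlation. The glucose transporter gene Slc2a1 had a log2 difference of -1.23 (adjusted p = 0.0593). In lists that were not called, the calcium pump gene Atp2a2 (15655 ± 1186 to 9678 ± 544) and the skeletal actin gene Acta1 (-1.28) fell, and Wnt5b rose from not above background at E9 to 71.5 ± 14.2 at E10, at least 2.63-fold. From the study's list Cav1 (2.01), Igfbp7 (1.79) and Slc6a4 (43.7 ± 37.3 at E10, with 2 of 3 arrays above background, and 0 at E9) rose in the LV. Dchs1 rose too, from not above background to 38.9 ± 14.5 (adjusted p = 6.70e-04). The 17 lists without a call had adjusted p from 0.177 to 0.976. LV E10 replicate 1, the array nearest to LV E9, also carried the liver secretory gene Ttr at 1826, against 314 and 79.6 on its mates (a gene chosen after its values were seen).

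Across all genes 20.4% did not overlap between the ages in the LV, against 10% by chance for values without ties. The study's thresholds were met by 318 genes, 53 of them above background on all 6 arrays. The count of 452 became 160, 111 and 92 without LV E9 replicates 1, 2 and 3, and 2630, 54 and 118 without LV E10 replicates 1, 2 and 3. At the study's thresholds it became 546 without LV E10 replicate 1. The matrix and glycolysis calls were lost without that array (adjusted p = 0.273 and 0.364).

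**Figure D4:**
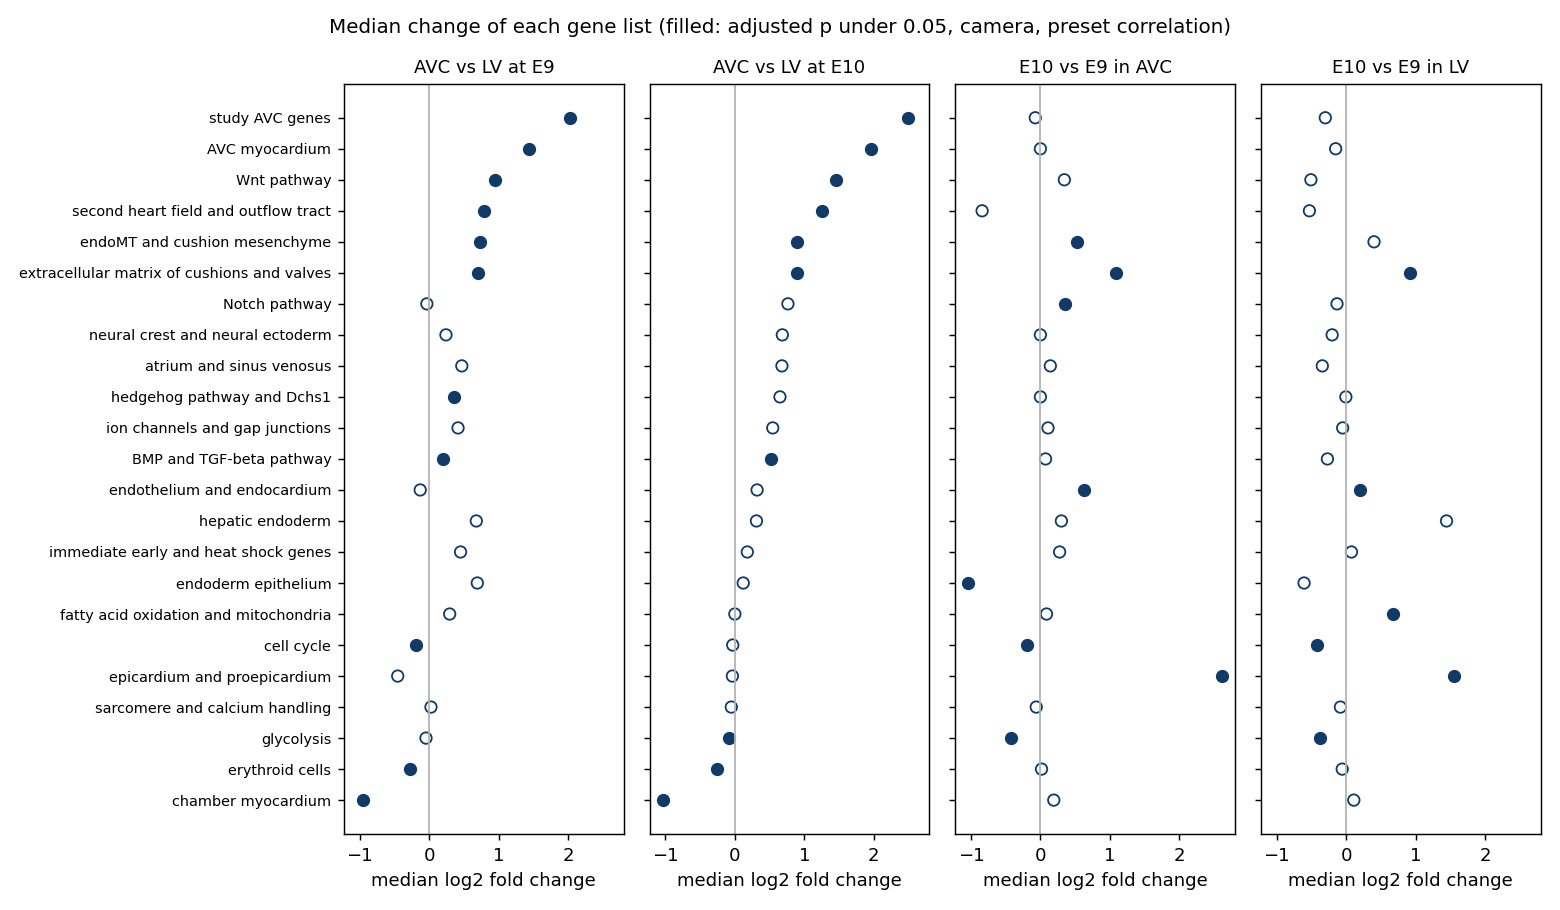
Median log2 fold change of the 23 gene lists in the 4 comparisons, where filled points have an adjusted p under 0.05 by camera with the preset correlation and open points do not. Lists of AVC, Wnt, endoMT and matrix genes lie above 0 and chamber myocardium below 0 for AVC against LV at both ages; with an estimated correlation 2 calls hold, those of the study's list.

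The changes with age in the AVC and in the LV had a correlation across genes of 0.467 (Pearson; Spearman 0.411), or 0.748 over the 8340 genes above background on all arrays. Of the called genes 47 were called in both tissues, all with the same sign. Of these, 35 went upward and 12 downward, with 1.12 and 0.231 expected if the calls were independent. These expectations may be too low as well, since the variance estimate of each gene was shared. Among the 58 called only in the AVC 44 had the same sign in the LV, and among the 405 called only in the LV 375 had the same sign in the AVC.

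The interaction asks whether the AVC differs from the LV by another amount at E10 than at E9. It was called for 6 genes and 5 lists, and no member of a called list passed. Of these genes Ryr3, a calcium release channel gene, was above background on the 3 AVC E10 arrays (43.3 ± 13.9) and on no other, with an adjusted p of 0.0251. That call was lost with a floor of 16 (adjusted p = 0.491, and 0.00872 to 0.583 over all alternatives that kept the gene). The other called genes were above background on no array, so no folds are given. Leaving out any 1 of the 12 arrays gave 10 to 43 genes. In total 40 of the 115 list tests were called, and 2 with an estimated correlation. An unadjusted limma p under 0.05 was found for 2200 and 2650 genes for the tissue contrasts at E9 and E10, 2387 and 3729 for age in the AVC and LV, and 898 for the interaction.

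Several lists passed in no comparison by camera. Sarcomere and calcium handling genes had adjusted p from 0.166 to 0.839 and medians from -0.08 to 0.02 over the 5 contrasts. Ion channel and gap junction genes had adjusted p from 0.323 to 0.909, neural crest and neural ectoderm genes from 0.523 to 0.952, and immediate early and heat shock genes, which respond to handling, from 0.122 to 0.817. Atrium and sinus venosus genes had adjusted p from 0.0580 to 0.662 and hepatic endoderm genes from 0.177 to 0.823. By fry the atrium and sinus venosus list was higher in the AVC at E10 (adjusted p = 0.00944) and was not called at E9 (0.292). Its mean log2 value at E10 was 8.30, 9.56 and 9.73 on the AVC arrays and 7.77, 6.64 and 7.13 on the LV arrays. Of the individual members of this list, Nr2f2 at E9 and Shox2 at E10 were higher in the AVC. Fry also called other lists in contrasts where camera did not. At E10 the Notch (adjusted p = 0.00325) and hedgehog (0.0386) lists were higher in the AVC by fry. The second heart field list was lower at E10 than at E9 in the LV by fry (0.0218). In the other direction, 15 camera calls were lost by fry.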

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

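The tests in this part were fixed before the results were seen, other than the floor of 16, the removal of 3 arrays and the restriction to genes above background in a group, which were chosen after seeing the data and enter the range given for Ryr3. The difference between the tissue contrasts at E10 and E9 was tested as an interaction, and it passed for 6 genes, and for 10 to 43 genes when any 1 of the 12 arrays was left out. Of these, Ryr3 (adjusted p = 0.0251) was above background on the 3 AVC E10 arrays, with 43.3 ± 13.9 (SD, n = 3), and on no other array. Its call was lost with a floor of 16 (adjusted p = 0.491), with quantile normalization (0.0678), with the mean of all probes (0.583), with a block for replicate number (0.131) and without AVC E9 replicate 3 (0.0603), LV E9 replicate 2 (0.0522) or LV E9 replicate 3 (0.0518), and over all alternatives that kept the gene its adjusted p ran from 0.00872 to 0.583. The floor of 16 called 8 genes, 0 of them among these 6. Crybb2 (adjusted p = 2.94e-05), Cyp2t4 (8.69e-04), Olfr1076 (0.0103), Bpifb9a (0.0205) and Olfr1445 (0.0211) were above background on no array, so their values carry no measured expression. Values set to the floor of 1 have no spread of their own, and with the dim probes filtered out limma called 0 of 11941 genes, against 6 of 19057. An unadjusted p under 0.05 was found for 527 of the filtered genes, with 597 expected by chance, and for 898 of all genes, with 953 expected.

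By camera 5 lists differed between the ages in their tissue contrast, and 0 of their members passed. Genes of fatty acid oxidation and mitochondria were lower in the AVC relative to the LV at E10 than at E9, with a median interaction of -0.27 (adjusted p = 5.21e-04, and adjusted p = 0.403 with an estimated correlation). At E10 the mean log2 value of the list was 9.29 and 9.37 on LV replicates 2 and 3, but 8.290 on LV replicate 1, below the AVC arrays at 8.50 to 8.75, so LV replicates 2 and 3 carry this difference. Mb had 295 ± 47.2 in the AVC and 2825 ± 1926 in the LV at E10, against 155 ± 23.7 and 205 ± 75.5 at E9. The endoMT and cushion list was higher at E10 with a median of 0.43 (adjusted p = 0.00581, and adjusted p = 0.193 with an estimated correlation), the endothelial list with 0.35 (0.0110, and adjusted p = 0.535), the Wnt list with 0.43 (0.0207, and adjusted p = 0.486) and the Notch list with 0.54 (0.0455, and adjusted p = 0.206). Adjusted over the list alone, 3 endoMT, 2 endothelial, 0 Wnt and 0 fatty acid genes passed, all upward, and in the Notch list 2 passed upward and 1 downward. The endothelial, Wnt and Notch calls were lost when single arrays were left out, with the highest adjusted p at 0.252 and 0.206 for the endothelial and Notch lists without AVC E10 replicate 2, and 0.0884 for the Wnt list without LV E10 replicate 1.

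Chance was not excluded for these counts. The splits exchange arrays between the ages within a tissue, so differences with age can enter them and the test cannot decide. A partial exchange, in the LV only, gave 39 genes. Of 100 splits of the arrays 23 gave at least 6 genes, with a highest other count of 1544 in a split that exchanges the ages within 1 tissue, which is a structure of the samples. For the lists, adjusted within the interaction, 38 of 100 splits gave at least the real count of 4, with a highest other of 10.

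Probes without a single listed gene were outside the comparisons. Of the 10396 such probes 1714 were above background on all arrays. An adjusted p under 0.05 was found for 40 of them for AVC against LV at E9, 48 at E10, 13 for age in the AVC, 71 for age in the LV and 3 for the interaction. No array was tested for standing apart by a gap rule, since each group had 3 arrays.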

How the results depend on the processing

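A floor of 16, the removal of 3 arrays (LV E10 replicate 1, AVC E10 replicate 1 and AVC E9 replicate 2) and the restriction to genes above background in a group were chosen after seeing the data. A floor at the 10th percentile was not run, since that percentile was -9.65. Of the 184 named gene values past the threshold 0 changed to the opposite sign under the alternatives that kept the gene, although 5, all for the interaction, were 0 with the floor of 16, and 15 kept their call under every alternative that kept the gene. Of the 40 list calls 2 held under every alternative, those of the study's list. Under every alternative other than the estimated correlation, which left only those 2 calls, 16 held. Signal over background limits the dim genes, since 36.8% of all values were under the floor and folds against such values depend on it.

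Leaving out 1 array at a time gave 59 to 159 genes for AVC against LV at E9 (195 with all arrays), 97 to 730 at E10 (438), 25 to 465 for age in the AVC (105), 54 to 2630 for age in the LV (452) and 10 to 43 for the interaction (6). The highest counts at E10, in the AVC and in the LV came without LV E10 replicate 1, AVC E10 replicate 1 and LV E10 replicate 1. At the study's thresholds the ranges were 196 to 266, 213 to 336, 199 to 433 and 235 to 546 (223, 269, 260 and 318). Between 34 and 49 lists were called (40). The correlation of tissue differences between ages ran from 0.249 to 0.334 (0.334) and that of age differences between tissues from 0.399 to 0.490 (0.467).

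Quantile normalization gave 268 genes for AVC against LV at E10 and 63 for age in the AVC. The filter on dim probes, which tests fewer genes, gave 158 for age in the AVC, 0 for the interaction, and correlations of 0.488 and 0.654. The mean of all probes gave 276 at E10. Fits to only the 6 arrays compared, which have fewer arrays to estimate the spread, gave 83, 72, 21 and 75 for the tissue contrasts at E9 and E10 and for age in the AVC and LV. Array weights gave 636, 2143, 2050, 3997 and 16 for the 5 contrasts, 510, 589 and 643 at the study's thresholds for AVC against LV at E10 and for age in the AVC and LV, and correlations of 0.290 and 0.497. Their lowest weights were 0.214 for LV E10 replicate 1 and 0.406 for AVC E9 replicate 2. The intensity trend with robust settings gave 185, 404, 85, 399 and 6 genes. Except for the fewer genes or arrays named here, the cause was not tested.

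Same-numbered replicates did not form consistent pairs across the comparisons. The correlation across genes of their deviations from the group means was 0.234, 0.0942 and 0.276 between tissues at E9, -0.0976, 0.103 and 0.121 at E10, -0.0726, -0.0545 and 0.131 between ages in the AVC, and -0.319, 0.00352 and -0.0409 in the LV. At E9 each value was above the highest correlation with a different number (-0.113, 9.76e-04 and -0.0383), so pairing there stays open. In the other comparisons this held only for replicate 3, between tissues at E10 and between ages in the AVC. A block for replicate number gave 134 and 419 genes for the tissue contrasts, 66 for age in the AVC, 794 for age in the LV, 3 for the interaction and 37 lists.

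With the floor of 16, which shrinks folds against dim values, the counts at the study's thresholds were 76, 110, 121 and 122, 182 genes changed with age in the AVC, and the correlations were 0.554 and 0.697. Without the 3 arrays there were 392, 1530, 1950, 3938 and 163 genes in the 5 contrasts, 409, 500 and 580 at the study's thresholds for AVC against LV at E10 and for age in the AVC and LV, and a correlation of tissue differences of 0.236. There the erythroid list at E10 turned from lower to higher in the AVC, with an adjusted p of 0.417, and over all alternatives its adjusted p ran from 1.90e-05 to 0.906. The cause was not tested. Among genes above background in a group, where fewer genes are tested, 347, 289 and 978 were called for AVC against LV at E9 and for age in the AVC and LV, and 2 for the interaction. The counts at the study's thresholds were then 135, 179 and 158 for AVC against LV at E9, at E10 and age in the AVC, and the correlations 0.593 and 0.743. Fry called 29 lists.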

Other observations

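Tests for hepatic RNA, for atrial tissue and for less AVC tissue were chosen only after the values were seen, and the genes named in this paragraph and the next outside the lists' leading members were too. Some epicardial markers had higher means at E10 than at E9 in both tissues. Upk3b had 308 ± 107 in the AVC and 245 ± 140 in the LV at E9 (SD, n = 3), and 2565 ± 122 and 2940 ± 1280 at E10 (adjusted p = 0.0575 and 0.0231). Aldh1a2, which makes retinoic acid in the epicardium, was not above background on any E9 array and had 124 ± 47.7 in the AVC and 155 ± 52.2 in the LV at E10, although its adjusted p was 0.156 and 0.101. Ckm, the muscle creatine kinase gene, was above background on 2 LV E10 arrays only. Fgf8 had 54.2 ± 7.50 in the AVC and 59.4 ± 29.4 in the LV at E9 and was not above background at E10, with an adjusted p of 0.0713 in the AVC and 0.0255 in the LV.

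Dchs1 had 46.3 ± 9.54 in the AVC and was not above background in the LV at E9, and had 120 ± 38.0 and 38.9 ± 14.5 at E10. Its interaction did not pass (adjusted p = 0.0791). The hedgehog receptor gene Ptch1 had 135 ± 25.7 and 126 ± 3.42 in the AVC and LV at E9 and 85.0 ± 24.7 and 62.9 ± 43.9 at E10, and its target Gli1 was not above background on any array. The chondrogenic factor gene Sox9 had 2386 ± 507 in the AVC and 574 ± 254 in the LV at E9, and 2737 ± 260 and 795 ± 374 at E10. Its log2 differences of 2.15 at E9 and 1.89 at E10 did not pass (adjusted p = 0.0625 and 0.0629).

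The splits of 3 against 3 arrays number 10 for each contrast, too few for a share under 0.05, and in each case 1 of the 10, the real one, gave a count as large. The real counts of genes and the highest of the other splits were 195 and 3 for AVC against LV at E9, 438 and 20 at E10, 105 and 7 for age in the AVC, and 452 and 10 for age in the LV. At the study's thresholds they were 223 and 72, 269 and 135, 260 and 69, and 318 and 149. For lists adjusted within a contrast they were 11 and 9, 12 and 10, 8 and 6, and 6 and 5.

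LV E10 replicate 1 stood apart from the other LV E10 arrays. Over 72 of the genes called with age in the AVC, leaving out 33 whose LV difference was 0.5 or less on the log2 scale, its median position between the LV E9 mean at 0 and the mean of its mates at 1 was 0.791 (95% bootstrap interval 0.711 to 0.855), which argues against an E9 array with an E10 label. An earlier stage within E10, a biological difference in age, stays open, since the rising genes had a median of 0.789 (0.7003 to 0.849) and the falling genes of 0.815 (0.670 to 1.07), and both intervals reach across the bound of 0.75 set for it. RNA of hepatic endoderm may contribute. On this array 5 of 6 hepatic genes above background were higher than on both mates, with Ttr at 1826, Apoa2 at 651 and Afp at 527. Hhex was not higher, at 158 against 167 and 167. The count does not identify the tissue that such RNA came from. AVC E10 replicates 2 and 3 also carried Ttr (542 and 235) and Afp (412 and 319). Hepatic RNA need not account for the whole distance.

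AVC E10 replicates 2 and 3 carried Shox2 (549 and 553) and Sln (541 and 313), which replicate 1 hardly did (55.7 and 14.3). More atrial or sinus tissue could be one source: 4 of the 7 other atrial genes were higher on both arrays, among them Nr2f2 (157 and 123.3 against 69.4) and Isl1 (153 and 265 against 51.2). This count meets the bound written against that source, 4 or fewer, but the bound was changed after the count had been seen, so it decides nothing and the source stays open. Of the members that were not higher on both arrays, Myl7, at 27685 on replicate 1 against 24832 and 24503, is so bright that a small share of atrial tissue would hardly show, and Dkk3 (1887 against 1856 and 1774) and Tbx18 (66.1 against 47.4 and 239) were the others. Among the 4 counted as higher, Angpt1 (153 and 163 against 142) and Myl4 (32704 and 23896 against 22673) differed less. Myl4 is similarly bright to Myl7, so its place in the count carries little weight either. Less AVC tissue in these samples stays open too, with a mean shift of the AVC myocardium list of -0.07 ± 0.41 (SE over 8 genes, log2). No biological explanation was tested, since the design names no difference within the group.

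More genes were higher than lower in the AVC among those called at E10, 89.5% of 438. Quantile normalization brought this to 69.4% of 268, between the bounds set beforehand for scaling of the arrays to one mean as the cause and against it, so scaling could account for part and stays open. A few bright probes taking more of the signal in the LV are argued against, since rescaling without the 50 brightest probes, by factors of 0.986 to 1.02, left 88.8% of 437 genes higher in the AVC. A biological difference between the tissues stays open and untested.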
